A study of Caenorhabditis elegans with 24 samples. Its data were reported in "Cytosolic dopamine determines hypersensitivity to blunt force trauma" (2024).

How the data were processed

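Whole worms were profiled by sequencing of poly(A)-selected RNA. The labels give the wild-type strain N2, as do the paper's resource table and data statement for these data, whereas figure legends of the paper name the temperature-sterile strain CF512 for RNA sequencing after trauma. The labels were followed. The worms were raised at 25 °C on bacteria carrying double-stranded RNA against cdc-25.1, a cell cycle phosphatase gene, a treatment used to keep the adults without progeny. On day 1 of adulthood they were either agitated at 8600 rpm for 16 s, which delivers blunt force trauma, or handled in the same way without agitation. RNA was collected 8, 48 and 96 h later. This gave 6 groups of 4 libraries, 24 in all, and the groups were taken from the labels alone. The labels number biological replicates and the columns of the table do not, so the library numbers used here are the order of the columns within a group and are names only. Nothing in the labels says that the replicates were separate cultures. The legends of the paper that name CF512 give 4 independent replicates per condition, without saying what was kept separate. Every p-value is therefore taken to measure the spread between these samples only.

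The authors aligned the reads to the ce11 assembly with CLC Genomics Workbench and deposited RPKM values, which are read numbers scaled to exon length and to the total of mapped reads, with no further scaling between libraries. The deposited table also holds the authors' p-values and FDR-adjusted p-values for injured against control at each time. The mapping settings, the annotation release and the strand setting are not stated, so reads of overlapping genes on opposite strands cannot be told apart, and values of near-identical gene copies depend on unstated rules for shared reads. The table lists 46739 features, of which 22747 had a value above 0 in at least 1 library and 23992 were listed at 0 throughout. The features listed include 15365 21U-RNA genes and 20 rRNA genes. Coordinates were taken from the annotation of the same assembly, to which 41586 features were matched by symbol, 1273 by sequence name and 3880 not at all. The number of features with a deposited FDR-adjusted p-value below 0.05 was 688 at 8 h, 3250 at 48 h and 8913 at 96 h. These columns were used for no other result.

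Totals of mapped reads were not used here. Low RPKM values step by the worth of a single read, so the depth of a library was estimated as the total at which the largest share of low values came to whole reads, within 0.1 of a read. On simulated libraries the estimate was off by at most 0.25%. The estimate was 19925000 to 30025000 mapped reads in 23 libraries. It was not recovered for control 48 h library 4, in which only 36.1% of the low values came to whole reads. At these depths an RPKM of 1 over a transcript of 1 kb stands for 19.9 to 30.0 reads.

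The values were analysed as log2(RPKM + 0.5) for the 14813 features with an RPKM of at least 1 in at least 4 of the 24 libraries. A model with a mean for each of the 6 groups was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts, eBayes with trend and robust settings), with no covariate. It gave 9 two-sided comparisons: injured against uninjured, age-matched controls at each time, the change of the controls between each pair of times, and the difference of the injury effect between each pair of times. A gene counted as changed at a Benjamini-Hochberg adjusted p below 0.05 within a comparison. For the genes followed by the study, the injured and control log2 values of each time were also compared with a two-sided exact permutation test over all 70 arrangements of 4 against 4, whose smallest possible p is 0.0286. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3 and the R package data.table (version 1.17.8), and figures were drawn with matplotlib 3.10.9.

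A set of 50 gene lists was tested with camera in limma, at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the lists of a comparison. Each test was repeated with the correlation estimated from the residuals. Among the lists called at the preset value, the only call that held with the estimated correlation was that of cuticle collagens between 48 and 96 h in the controls. Counts of changed list members are given over all genes tested and adjusted over the list alone. The lists, the tests and the rule for naming genes were fixed before the data were examined. The rule named fos-1, lys-3, jun-1, vhp-1 and cat-2 throughout, with cdc-25.1 and the vitellogenins as checks. For each injury comparison it added the 10 largest rises and the 10 largest falls among changed genes with a mean RPKM of at least 1 and no overlap between the libraries of the groups, and up to 4 members with the smallest p of each list described. It took 5 rises and 5 falls for each change with time and for each difference between times. jun-1 is absent from the table and was not analysed here.

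The procedure was tested on simulated data. With changes of 1 on the log2 scale added to 1 set of genes, 64.3, 69.1 and 62.5% of them were recovered at 8, 48 and 96 h, and with changes of 2 the shares were 99.0, 96.0 and 97.0%. Of all calls, 5.36, 5.78 and 1.89% were false. With no change added, the 3 comparisons of control times gave 1, 0 and 0 calls. A shift of 0.5 given to 5 lists was recovered in 5 of 5, with 1 other list called. The simulated noise was independent between genes, with no shift common to a whole library and few changed genes. The shares of false calls therefore need not hold for the real data, least of all for the lists.

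The alternatives tried were pseudocounts of 0.1 and 1, no filter and a filter at an RPKM of 5, median-of-ratios scaling, trimmed-mean (TMM) factors and quantile normalization of the RPKM values, a fit to the compared groups only, array quality weights, an added limit of 1 on the log2 change, and each library left out in turn. Further alternatives were chosen after seeing the data: taking rRNA reads out of the total, and leaving out the 4 libraries with over 5% rRNA reads, with and without median-of-ratios scaling. GC content was not examined because no genome sequence was at hand.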

Results

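Whole worms, wild-type by the labels, were profiled at 8, 48 and 96 h after blunt force trauma, with 4 libraries of injured worms and 4 of uninjured, age-matched controls at each time. Expression was measured as RPKM, and the depth of each library was estimated from the steps between its low values. At 8 h post-injury the control libraries held 23300000, 20375000, 24462500 and 27325000 mapped reads and the injured libraries 23650000, 24037500, 27975000 and 30025000. At 48 h the control libraries held 21050000, 22062500 and 24187500, with library 4 not recovered, and the injured libraries 22000000, 21725000, 25525000 and 25900000. At 96 h the control libraries held 19925000, 21225000, 22062500 and 24625000 and the injured libraries 20075000, 24075000, 24325000 and 25250000. rRNA genes took 46.1% of the reads of control 48 h library 4, 8.29% of control 48 h library 2, 7.82% of injured 8 h library 4 and 5.08% of injured 8 h library 2, against 0.659 to 2.99% in the other 20 libraries. In control 48 h library 4 the median gene lay at -0.91 on the log2 scale against the other libraries.

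The target of the RNAi treatment, cdc-25.1 (chromosome I, 6469386 to 6471922, minus strand, ce11), was measured first. Its RPKM was 60.22, 44.72, 24.83 and 17.75 in the controls of 8 h and 27.27, 18.38, 25.7 and 97.63 in injured worms. It was 39.1, 16.53, 10.55 and 14.68 in the controls of 48 h and 68.59, 141.14, 91.28 and 65.9 in injured worms. At 96 h it was 156.45, 17.62, 46.42 and 47.9 in the controls and 136.79, 198.21, 251.59 and 118.54 in injured worms. No library was raised without the treatment, so the strength of the knockdown could not be measured. Injured worms had more cdc-25.1 transcript at 48 h, by a log2 change of 2.26 (limma, two-sided, adjusted p = 0.00375), with all 4 injured libraries above all controls. At 96 h the log2 change was 1.75 (limma adjusted p = 0.0177), but the exact permutation p was 0.0857 and the limma call was lost without control 96 h library 2 (log2 change 1.25) or without injured 96 h library 3 (1.55). At 8 h the log2 change was 0.02 (limma adjusted p = 0.987).

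**Figure D1:**
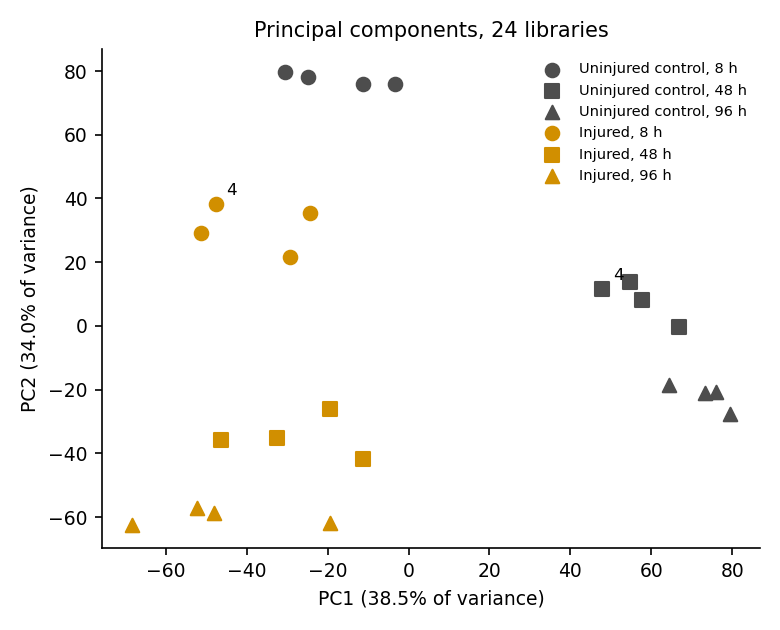
Position of the 24 libraries on the first principal components of log2(RPKM + 0.5) after median-of-ratios scaling of the RPKM values, with PC1 (38.5% of the variance) on the horizontal axis and PC2 (34.01%) on the vertical axis, both in arbitrary units, and 1 point per library. The main fits used the values as deposited, so the figure does not show the low values of control 48 h library 4. Controls move along PC1 after 8 h while injured worms of all 3 times stay at negative PC1, and the number 4 marks control 48 h library 4 and injured 8 h library 4.

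The study follows fos-1, a subunit of the AP-1 transcription factor, lys-3, a lysozyme gene that AP-1 acts on, the MAPK phosphatase gene vhp-1 and cat-2, which encodes tyrosine hydroxylase of dopamine neurons, and the question was whether and for how long they respond to injury. fos-1 (V, 6003601 to 6016087, plus strand) rose at 8 h from 16.9 ± 2.20 RPKM in controls to 37.5 ± 11.7 in injured worms (SD, n = 4), a 2.22-fold difference (limma adjusted p = 0.000308). It was 33.2 ± 11.1 and 45.8 ± 0.835 at 48 h (log2 change 0.53, limma adjusted p = 0.0406) and 45.2 ± 3.3 and 71.9 ± 7.0 at 96 h (log2 change 0.66, limma adjusted p = 0.010). lys-3 (V, 10282100 to 10283544, minus strand) rose from 23.6 ± 1.98 to 141 ± 22.98 at 8 h, a 5.95-fold difference (limma adjusted p = 2.56e-10), from 8.88 ± 3.96 to 78.9 ± 18.9 at 48 h (limma adjusted p = 1.42e-12) and from 12.7 ± 0.640 to 52.2 ± 13.1 at 96 h (limma adjusted p = 9.15e-09). vhp-1 (II, 5323276 to 5340829, plus strand) rose from 41.5 ± 4.80 to 92.8 ± 29.8 at 8 h (limma adjusted p = 0.000311). Its log2 change was 0.53 at 48 h (limma adjusted p = 0.0420) and 0.48 at 96 h, which did not pass (limma adjusted p = 0.0601). For fos-1, lys-3 and vhp-1 all 4 injured libraries lay above all 4 controls at each time, with an exact two-sided permutation p of 0.0286, the smallest this design can give.

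The 48 h calls of fos-1 and vhp-1 depended on scaling: with median-of-ratios scaling both log2 changes were -0.01, and without control 48 h library 4 they were 0.26 and 0.25 and no longer passed. lys-3 kept a log2 change of 2.65 at 48 h with that scaling, and vhp-1 at 96 h then passed, at 0.44 (limma adjusted p = 0.0472, and 0.000192 to 0.126 over all alternatives). cat-2 (II, 257819 to 261074, plus strand) did not pass at any time as deposited, with log2 changes of 0.35, 0.28 and 0.52 at 8, 48 and 96 h (limma adjusted p = 0.368, 0.359 and 0.0714) and exact permutation p of 0.20, 0.371 and 0.0857. Its mean RPKM in controls and injured worms was 0.77 and 1.14 at 8 h and 0.81 and 1.07 at 48 h. At 96 h the means were 1.02 and 1.69. These values lie near the filter at an RPKM of 1, where the pseudocount of 0.5 shrinks log2 changes. The ratios of means were 1.48, 1.32 and 1.66. The paper reports raised cat-2 transcript after injury by RT-qPCR, in temperature-sterile strains and partly at a time not sampled here. The values here neither contradict nor repeat that result, because assay and labelled strain differ and the transcript lies near the filter. With median-of-ratios scaling cat-2 passed at 96 h, at 0.48 (limma adjusted p = 0.0353, and 0.00186 to 0.204 over all alternatives), and its sign flipped at 48 h, to -0.04. At 8 h cat-2 passed with array quality weights, at 0.65, and without the 4 libraries with over 5% rRNA reads, at 0.64, an alternative chosen after seeing the data (limma adjusted p = 0.0187 and 0.0466, and 0.0187 to 0.661 over all alternatives). The injury effect on fos-1 was not shown to differ between 48 and 8 h (interaction log2 value -0.55, adjusted p = 0.17), and that on vhp-1 was not either (-0.56, adjusted p = 0.17). Both interactions passed with median-of-ratios scaling, at -1.15 and -1.17 (adjusted p = 0.0014 and 0.0018). The injury effect on lys-3 was smaller at 96 h than at 48 h, by an interaction log2 value of -1.2 (adjusted p = 0.014), or -0.73 with median-of-ratios scaling (adjusted p = 0.0318). In the controls themselves fos-1 rose with time, by 0.89 from 8 to 48 h and by 1.4 from 8 to 96 h on the log2 scale, as did vhp-1, by 1.33 and 1.85, whereas lys-3 changed by -1.47 and -0.86.

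**Figure D2:**
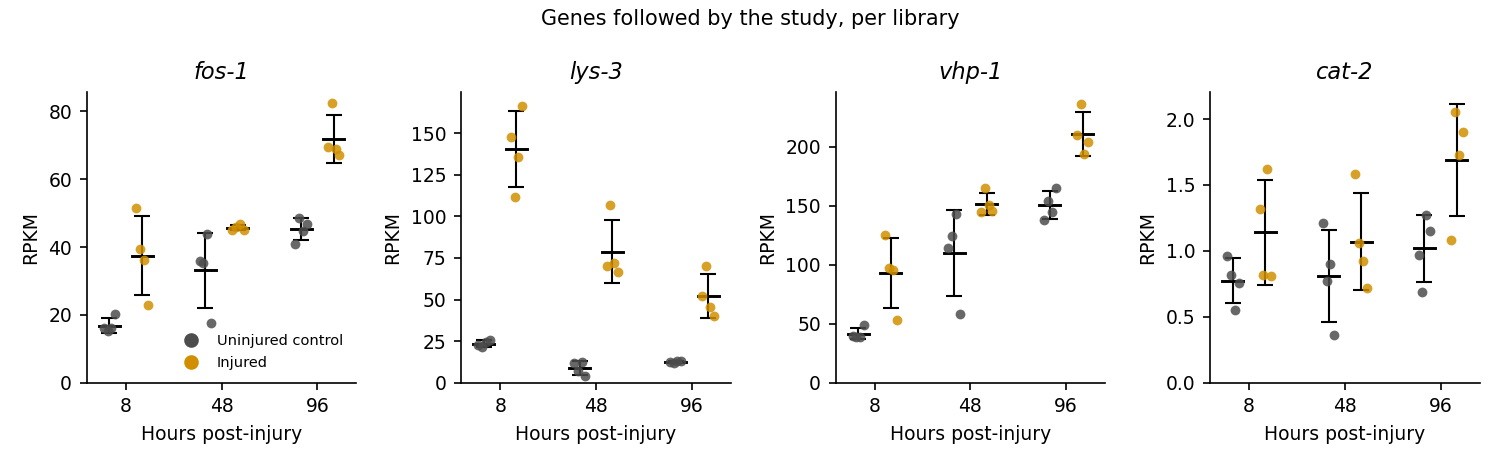
RPKM of fos-1, lys-3, vhp-1 and cat-2 (vertical axes) against hours post-injury (horizontal axis), with 1 point per library, 4 per group, and bars for mean and SD. The lys-3 means of injured worms are 141, 78.9 and 52.2 against 23.6, 8.88 and 12.7 in controls.

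The comparison at 8 h asked which transcripts answer the injury first. Most genes of the heat shock response were higher in injured worms, and so were some genes of body wall muscle, of neuropeptides and of the MAPK and AP-1 pathway. Most genes of the PMK-1 and infection response list and some genes of C-type lectins, lipases and detoxification enzymes were lower. Of 14813 genes tested, 3316 changed, 1631 higher and 1685 lower in injured worms, and 1713 of these changed at least 2-fold. The groups did not overlap for 26.4% of the genes, against 2.86% by chance.

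Of 20 heat shock genes, 15 were higher and 0 lower (16 and 0 adjusted over the list alone), with a median log2 change of 1.17 (camera adjusted p = 1.93e-16, and adjusted p = 0.559 with an estimated correlation). The Hsp70 genes F44E5.4 and hsp-70 rose by 3.83 and 3.54 on the log2 scale, and the small heat shock genes hsp-16.11 and hsp-16.41 by 3.24 and 3.49. The endoplasmic reticulum chaperone genes hsp-4 and enpl-1 rose by 1.46 and 0.77. Of 23 MAPK and AP-1 genes, 8 were higher and 1 lower, over all genes and adjusted over the list alone (camera adjusted p = 0.00203, and adjusted p = 0.881 with an estimated correlation). They included the transcription factor gene cebp-1 (1.41) and the adaptor gene tir-1 (1.15). Of 19 genes linked to axon regeneration, 5 were higher and 0 lower by both counts (camera adjusted p = 0.00438), among them the cell fusion gene eff-1 (3.57) and the kinase genes svh-2 (0.99) and kgb-1 (0.76). That call was lost too, at an adjusted p = 0.881 with an estimated correlation.

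Of 25 body wall muscle genes, 14 were higher and 0 lower (18 and 1 adjusted over the list alone), with a median log2 change of 0.79 (camera adjusted p = 3.86e-07, and adjusted p = 0.881 with an estimated correlation). The integrin genes pat-2 and pat-3 rose by 1.53 and 1.04 and the myosin gene myo-3 by 1.34. Of 13 pharynx genes, 6 were higher and 0 lower (9 and 0 adjusted over the list alone), including the pharyngeal myosin gene myo-2 at 1.05 (camera adjusted p = 0.00064, and adjusted p = 0.690 with an estimated correlation). Of 30 FMRFamide-like neuropeptide genes, 9 were higher and 0 lower (10 and 0 adjusted over the list alone), including flp-10 (1.30) and flp-13 (1.14), and 6 of 24 pan-neuronal genes were higher and 0 lower (7 and 0 adjusted over the list alone), including unc-13 (1.08) and unc-64 (0.91). Both neuronal lists were called at the preset correlation, with adjusted p = 7.85e-05 and 0.00338, and neither with an estimated correlation (adjusted p = 0.881 for both). Ribosomal protein genes shifted by a median of 0.41, with 13 of 74 higher and 0 lower (8 and 0 adjusted over the list alone; adjusted p = 0.881 with an estimated correlation).

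Of 102 C-type lectin genes, 44 were lower and 5 higher (50 and 6 adjusted over the list alone), with a median log2 change of -0.62 (camera adjusted p = 2.96e-08, and adjusted p = 0.881 with an estimated correlation). Of 22 PMK-1 and infection response genes, 14 were lower and 3 higher (15 and 3 adjusted over the list alone), at a median of -1.06 (camera adjusted p = 0.000382, and adjusted p = 0.881 with an estimated correlation). C17H12.6 (-1.88) and irg-3 (-1.70) fell, whereas the invertebrate lysozyme gene ilys-3 (3.44) and irg-2 (3.3) rose. Of 23 lipid breakdown genes, 11 were lower and 0 higher (13 and 0 adjusted over the list alone; adjusted p = 0.690 with an estimated correlation), including the lysosomal lipase genes lipl-1 (-2.58) and lipl-2 (-1.94). Of 59 UDP-glucuronosyltransferase genes, 25 were lower and 2 higher (30 and 4 adjusted over the list alone; adjusted p = 0.881 with an estimated correlation), such as ugt-32 (-2.3), and the detoxification genes cyp-35A2 (-2.33) and gst-4 (-2.26) fell as well. Of 16 genes of dopamine synthesis and handling, 7 were lower and 0 higher (9 and 0 adjusted over the list alone; camera adjusted p = 0.0124, and adjusted p = 0.881 with an estimated correlation). They included bas-1 (-1.04), the decarboxylase that follows cat-2 in dopamine synthesis, ptps-1 (-1.04), pcbd-1 (-0.87) and the receptor gene dop-2 (-0.86). By the paper, ptps-1 and pcbd-1 are expressed in serotonergic neurons too, and the RNA came from whole worms. The list therefore does not measure dopaminergic neurons, and cat-2 itself was not lower (log2 change 0.35). Of 6 vitellogenin genes, 3 passed as lower (5 adjusted over the list alone; camera adjusted p = 0.00545, and adjusted p = 0.881 with an estimated correlation), a list call that was also lost with median-of-ratios or TMM scaling and without injured 8 h library 4. The 3 gene calls, of vit-4, vit-5 and vit-6, were lost in 8, 11 and 6 alternatives, among them that without injured 8 h library 4 for each, and in injured 8 h library 2 the mean log2 of the list, 12.05, lay above that of every control.

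The largest rises among genes whose groups did not overlap were those of numr-1 (III, 7362619 to 7363464, minus strand), from 10.7 ± 0.806 to 379 ± 192 RPKM (SD, n = 4; log2 change 4.89, limma adjusted p = 6.67e-12), Y17D7B.3 (4.51), fipr-24 (4.48), F40H7.12 (4.46) and the caenopore genes spp-20 (4.28) and spp-21 (4.27). F14F9.3 (4.11), his-14 (3.96), ttr-31 (3.93) and fipr-23 (3.93) followed. The largest falls were those of T13F3.6 (V, 16270300 to 16271221), from 155 ± 26.3 to 11.3 ± 8.30 RPKM (log2 change -3.93), T28D6.3 (-3.14), the collagen gene col-179 (-2.96), F35F10.5 (-2.80) and dlhd-1 (-2.72). F46F2.3 (-2.69), C40H1.7 (-2.68), F08A8.4 (-2.66), col-101 (-2.65) and Y47G6A.33 (-2.61) completed the 10. Injured 8 h library 4 lay nearer the controls than the other injured libraries did, and 3709 genes changed without it. With median-of-ratios scaling 5569 genes changed, 3090 higher and 2479 lower.

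The comparison at 48 h asked which changes persisted or appeared 2 days later. Most genes of oocytes and the germline, DNA replication, the proteasome and ribosomal proteins were higher in injured worms than in controls. The vitellogenin genes, most lysozyme genes and some cuticle collagen, C-type lectin and intestinal genes were lower. The heat shock list, called at 8 h, was not called at 48 h, and its injury effect differed between these times, with 9 genes lower and 3 higher at 48 h (9 and 4 adjusted over the list alone; adjusted p = 0.726 with an estimated correlation). In all, 8309 genes changed, 6791 higher and 1518 lower, 4352 of them at least 2-fold, and the groups did not overlap for 43.3% of the genes, against 2.86% by chance.

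The median gene was shifted by 0.48 on the log2 scale at 48 h, so the list medians below are given as deposited and then with median-of-ratios scaling. Counts of list members and values of single genes are as deposited unless scaling is named, so they hold this shift. With that scaling 4437 genes were higher and 4235 lower, and without control 48 h library 4, as deposited, 5664 were higher and 2652 lower. Of 37 oocyte and germline genes, 35 were higher and 2 lower by both counts, over all genes and adjusted over the list alone, at a median of 1.98, or 1.44 scaled (camera adjusted p = 2.04e-11, and adjusted p = 0.558 with an estimated correlation). They included puf-11 (2.61), the sperm-egg interaction genes egg-1 (2.57) and egg-2 (2.3) and the chitin synthase gene chs-1 (2.35). Of 24 DNA replication and cell cycle genes, 21 were higher (23 adjusted over the list alone) and 0 lower, at 1.28, or 0.74 scaled, including psf-2 (2.37) and cyclin E, cye-1 (1.59). All 31 proteasome genes were higher by both counts, adjusted over the list alone included, at 1.15, or 0.61 scaled, and 72 of 74 ribosomal protein genes were, at 1.1, or 0.55 scaled. These 3 lists were called at the preset correlation only, with an adjusted p = 0.653 with an estimated correlation for each.

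Of 137 cuticle collagen genes, 53 were lower and 3 higher (45 and 2 adjusted over the list alone), or 91 and 1 with median-of-ratios scaling, at a median of -0.55, or -1.0 scaled (camera adjusted p = 2.97e-17, and adjusted p = 0.558 with an estimated correlation). col-183 (-2.59), col-50 (-2.16) and col-118 (-1.70) were among them. Of 102 C-type lectin genes, 49 were lower and 14 higher (50 and 14 adjusted over the list alone; adjusted p = 0.558 with an estimated correlation), including clec-266 (-2.62). All 6 vitellogenin genes, which encode yolk proteins, fell, over all genes and adjusted over the list alone, at a median of -1.78, or -2.33 scaled (camera adjusted p = 1.01e-06, and adjusted p = 0.558 with an estimated correlation). vit-2 dropped from 6431 ± 2610 to 1876 ± 744 RPKM (SD, n = 4). Of 12 lysozyme genes, 8 were lower and 4 higher by both counts, adjusted over the list alone included (adjusted p = 0.558 with an estimated correlation), with lys-4 (-2.73) and lys-8 (-2.34) against lys-3. The intestinal genes ges-1 (-2.63) and cpr-1 (-2.40), the fatty acid desaturase genes fat-5 (-1.67), fat-6 (-1.63) and fat-7 (-2.13) and the laminin genes lam-1 (-2.11) and lam-3 (-2.10) fell. The flavin monooxygenase gene fmo-2 (2.93) and the mitochondrial chaperone genes hsp-60 (1.72) and hsp-6 (1.12) rose. For dopamine genes, glutathione S-transferases and body wall muscle the camera test pointed down while the medians were 0.04, 0.11 and 0.05, above 0 but under the shift of all genes, and with median-of-ratios scaling -0.47, -0.28 and -0.46. These list calls were lost in 3, 8 and 6 alternatives (adjusted p up to 0.134, 0.142 and 0.131), that of glutathione S-transferases with median-of-ratios scaling too, and stood at adjusted p = 0.752, 0.911 and 0.911 with an estimated correlation.

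The largest rises at 48 h without overlap were those of C08E3.1 (II, 1633790 to 1634121), from 0.247 ± 0.294 to 29.8 ± 8.55 RPKM (SD, n = 4; log2 change 5.38), C27H5.6 (II, 7185278 to 7187210), from 0.677 ± 0.363 to 28.9 ± 6.32 (4.66), Y60C6A.1 (3.90), F40H7.12 (3.82) and W09G12.7 (3.61). Y60C6A.2 (3.51), Y75B12B.1 (3.22), C05C10.7 (3.19), lys-3 (3.17) and nspe-6 (3.08) came next. The largest falls were those of C32H11.9 (IV, 12935011 to 12936271), from 22.9 ± 6.29 to 0.223 ± 0.0685 (-4.97), clx-1 (IV, 7734648 to 7736324), from 82.5 ± 42.5 to 2.62 ± 0.996 (-4.63), dod-21 (-4.27), drd-10 (-3.81) and H39E23.3 (-3.44). dod-24 (-3.33), C35E7.5 (-3.11), thn-2 (-3.09), spp-2 (-3.05) and fbxb-41 (-3.02) followed.

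The comparison at 96 h asked which differences remained at the last time. Most germline, DNA replication and ribosomal protein genes were higher in injured worms, and the heat shock list was called again. Most genes of the C-type lectin, lysozyme, caenopore, PMK-1 and infection response, fatty acid synthesis, cytochrome P450, UDP-glucuronosyltransferase and intestine lists were lower. Whether a smaller intestinal share of the RNA lowered the other lists, here or at 48 h, was not tested. Separate changes of these lists are therefore not shown. In all, 9066 genes changed, 4856 higher and 4210 lower, 5066 of them at least 2-fold. The groups did not overlap for 66.4% of the genes, against 2.86% by chance.

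Of 37 oocyte and germline genes, 35 were higher and 2 lower by both counts, over all genes and adjusted over the list alone, at a median log2 change of 2.17 (camera adjusted p = 6.9e-14, and adjusted p = 0.697 with an estimated correlation). puf-11 rose by 3.08 (limma adjusted p = 6.4e-13), egg-1 by 3.09, chs-1 by 2.79 and egg-2 by 2.71. Of 24 DNA replication genes, 23 were higher and 0 lower by both counts, adjusted over the list alone included, at 1.54, with psf-2 (2.50), cye-1 (1.91) and mcm-2 (1.69), and 71 of 74 ribosomal protein genes were higher, at 1.02. Of 20 heat shock genes, 17 were higher and 1 lower by both counts, adjusted over the list alone included, at 1.82, with sip-1 (3.14), F44E5.4 (2.68) and hsp-16.11 (2.51). Each of these lists had an adjusted p = 0.697 with an estimated correlation. The injury effect on heat shock genes differed between 96 and 48 h by a median interaction value of 0.78, with 9 genes higher and 1 lower (10 and 1 adjusted over the list alone; adjusted p = 0.681 with an estimated correlation).

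Of 102 C-type lectin genes, 74 were lower and 9 higher at 96 h by both counts, adjusted over the list alone included, at a median of -1.24 (camera adjusted p = 2.2e-12). Of 22 PMK-1 and infection response genes, 17 were lower and 2 higher, at -2.09, with dod-24 (-3.87) and C17H12.8 (-3.07). Of 12 lysozyme genes, 10 were lower and 1, lys-3, was higher, at -2.27, with lys-7 (-3.52) and lys-8 (-2.80), and 13 of 21 caenopore genes were lower and 1 higher, with spp-1 (-3.06) and spp-2 (-3.60). All 6 vitellogenin genes were lower, at -1.89, as they were at 48 h. Of 17 intestinal genes, 13 were lower and 0 higher, at -1.58, with ges-1 (-3.09) and vha-6 (-1.97), and 16 of 23 fatty acid synthesis genes were lower and 0 higher, at -1.51, with fat-5 (-2.97). Of 59 cytochrome P450 genes, 39 were lower and 7 higher, and of 59 UDP-glucuronosyltransferase genes 37 were lower and 4 higher. These counts were the same adjusted over the list alone, and each of these lists had an adjusted p = 0.697 with an estimated correlation. Of 16 genes of dopamine synthesis and handling, 11 were lower and 1 higher by both counts, adjusted over the list alone included (camera adjusted p = 0.013, and adjusted p = 0.762 with an estimated correlation), with amx-3 (-1.94), bas-1 (-1.79) and cat-4 (-1.55). In whole worms this list does not measure dopaminergic neurons, and cat-2 itself was not lower (log2 change 0.52). The ferritin gene ftn-1 (-3.19), the catalase gene ctl-2 (-2.15) and the chaperone genes pdi-2 (-1.17) and hsp-3 (-1.16) fell, as did the muscle genes unc-27 (-1.29), mlc-1 (-1.23) and lev-11 (-1.11). The body wall muscle list was not called at 96 h, and its median was only -0.24.

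The largest rises at 96 h without overlap were those of C27H5.6, from 1.07 ± 0.480 to 37.7 ± 13.4 RPKM (SD, n = 4; log2 change 4.6), linc-6 (3.74), F23A7.8 (3.60), Y75B12B.1 (3.54), F43D2.2 (3.38), F43G6.3 (3.34), linc-115 (3.31), mesp-1 (3.28) and T01C3.3 (3.17). F13E9.19 stood at 9.85 ± 1.48 in injured worms and was listed at 0 in all controls. F23A7.8 passed narrowly (limma adjusted p = 0.0465), and the call was lost with a pseudocount of 0.1, without a filter and without any single library of that time. The largest falls were those of drd-10 (V, 7007607 to 7008299), from 223 ± 45.7 to 5.08 ± 4.50 (-5.70), F55G11.4, from 659 ± 82.5 to 23.6 ± 5.6 (-4.79), spp-9 (-4.47), clx-1 (-4.44) and C54C8.12 (-4.12). nspc-5 (-3.90), the insulin-like gene ins-19 (-3.89), dod-24 (-3.87), F01D5.2 (-3.83) and nspc-12 (-3.79) followed.

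**Figure D3:**
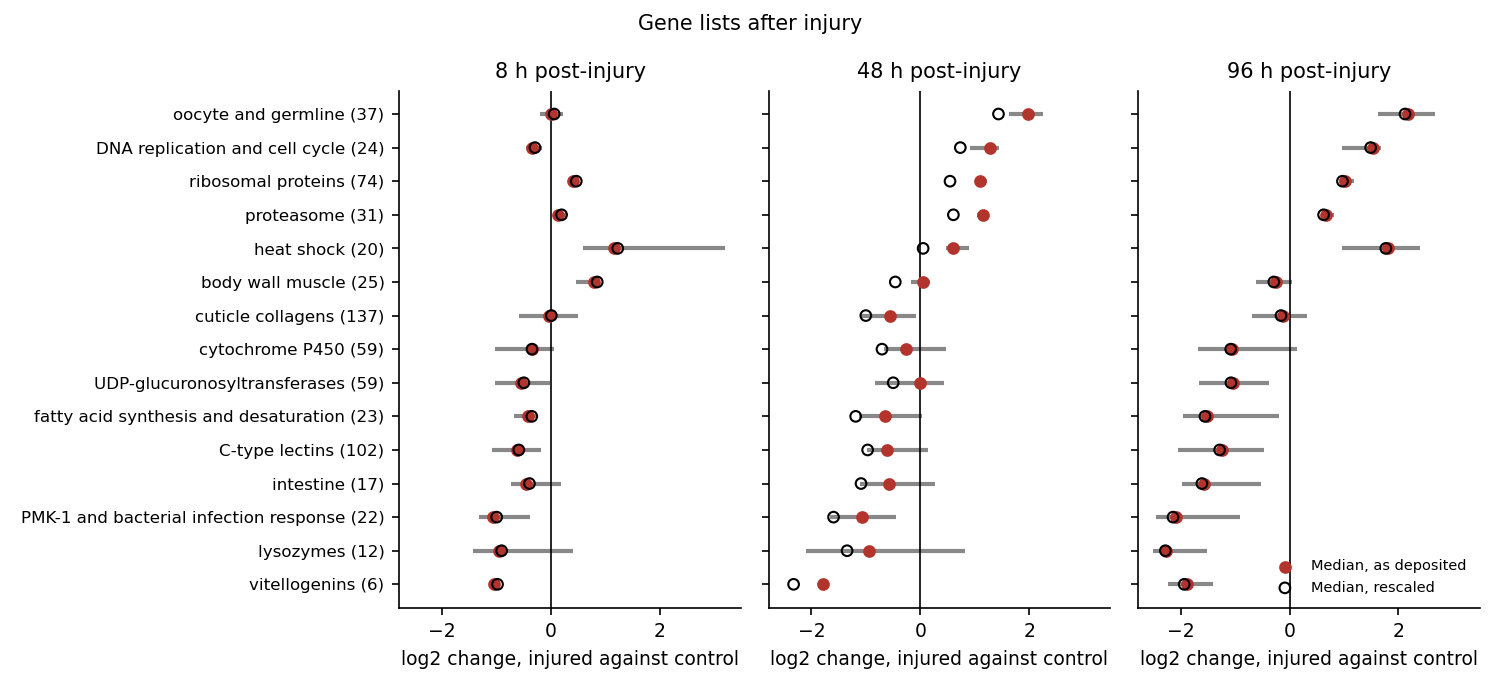
Median log2 change of 15 gene lists, injured against control, at 8, 48 and 96 h (horizontal axes), with the number of genes in parentheses, a bar from the lower to the upper quartile of the values as deposited, and open circles for medians with median-of-ratios scaling. Germline genes lie at 1.98 and 2.17 at 48 and 96 h, or 1.44 and 2.12 scaled, and the scaled median flips sign at 48 h for body wall muscle, from 0.05 to -0.46.

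The comparisons among controls asked how transcripts change with time in uninjured worms. Most germline, DNA replication, proteasome and mitochondrial respiration genes were lower after 8 h, while most neuropeptide and pan-neuronal genes were higher. Some cuticle collagen genes fell between 48 and 96 h. From 8 to 48 h 7215 genes changed, 2778 higher and 4437 lower, but with median-of-ratios scaling 4884 higher and 4396 lower, and without control 48 h library 4 56.95% of the changed genes were higher. From 8 to 96 h the number was 9199, 5355 higher and 3844 lower, and from 48 to 96 h it was 1915, 1728 higher and 187 lower. The median gene shifted by 0.19 from 8 to 96 h and by 0.26 from 48 to 96 h. With median-of-ratios scaling the majority flipped from 48 to 96 h too, to 1001 higher and 1582 lower.

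Of 37 germline genes, 33 were lower and 2 higher at 48 h than at 8 h by both counts, over all genes and adjusted over the list alone, at a median of -1.91 (camera adjusted p = 1.4e-15, and adjusted p = 0.924 with an estimated correlation). The same numbers held at 96 h, at -2.31 (adjusted p = 0.946 with an estimated correlation), where oma-2 (-3.11), pgl-3 (-2.63) and the replication gene mcm-2 (-2.50) had fallen. All 31 proteasome genes were lower at 48 h than at 8 h, at -0.99, and 25 of 30 mitochondrial respiration genes (27 adjusted over the list alone), at -0.90 (adjusted p = 0.924 with an estimated correlation for both). All 30 FMRFamide-like neuropeptide genes were higher at 96 h than at 8 h by both counts, adjusted over the list alone included, at 1.46, with flp-25 (2.61), as were 19 of 24 pan-neuronal genes, with 1 lower, at 1.09 (adjusted p = 0.946 with an estimated correlation for both). Of 20 heat shock genes, 12 were higher and 2 lower at 96 h than at 8 h by both counts, adjusted over the list alone included, at 1.32 (adjusted p = 0.946 with an estimated correlation), with F44E5.4 (4.08) and hsp-70 (3.39), and the stress pathway genes cebp-1 (2.34) and tir-1 (2.27) and the lysozyme gene lys-7 (4.42) rose. Of 137 cuticle collagen genes, 62 were lower and 3 higher at 96 h than at 48 h (69 and 5 adjusted over the list alone), at -0.89, or -1.17 scaled (camera adjusted p = 3.2e-61). This call alone held with an estimated correlation (adjusted p = 0.0483), and it did not with median-of-ratios scaling added, where the lowest value was 0.325.

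From 8 to 48 h lips-11 rose from 2.81 ± 1.31 to 109 ± 50.2 RPKM (SD, n = 4; log2 change 5.02), followed by F20E11.17 (5.0), K09F6.13 (4.35), rab-11.2 (4.06) and F44E5.4 (4.04), and col-165 (-4.42), T05H10.3 (-4.32), acdh-1 (-4.31), dsl-2 (-4.06) and fbxb-17 (-3.82) fell. From 8 to 96 h F20E11.17 (7.01), ilys-3 (6.35), lips-11 (6.15), ins-19 (5.74) and B0238.12 (5.67) rose, and acdh-1, which encodes an acyl-CoA dehydrogenase, fell from 307 ± 45.4 to 1.56 ± 1.34 (-7.41), ahead of col-20 (-6.51), col-80 (-6.37), col-93 (-6.0) and col-160 (-5.52). From 48 to 96 h spp-9 (5.04), pitr-4 (3.08), W02D7.11 (2.78) and spp-12 (2.68) rose, and C46G7.1 reached 10.1 ± 2.55 from being listed at 0. Over the same interval col-92 (-4.45), col-159 (-4.16), col-139 (-4.04), col-93 (-4.0) and col-129 (-3.76) fell. The count of genes changed from 48 to 96 h rested on single libraries: it was 1138, 3820 and 963 without control 48 h library 2, 3 or 4, and 1157, 1010 and 1139 without control 96 h library 1, 2 or 3.

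**Figure D4:**
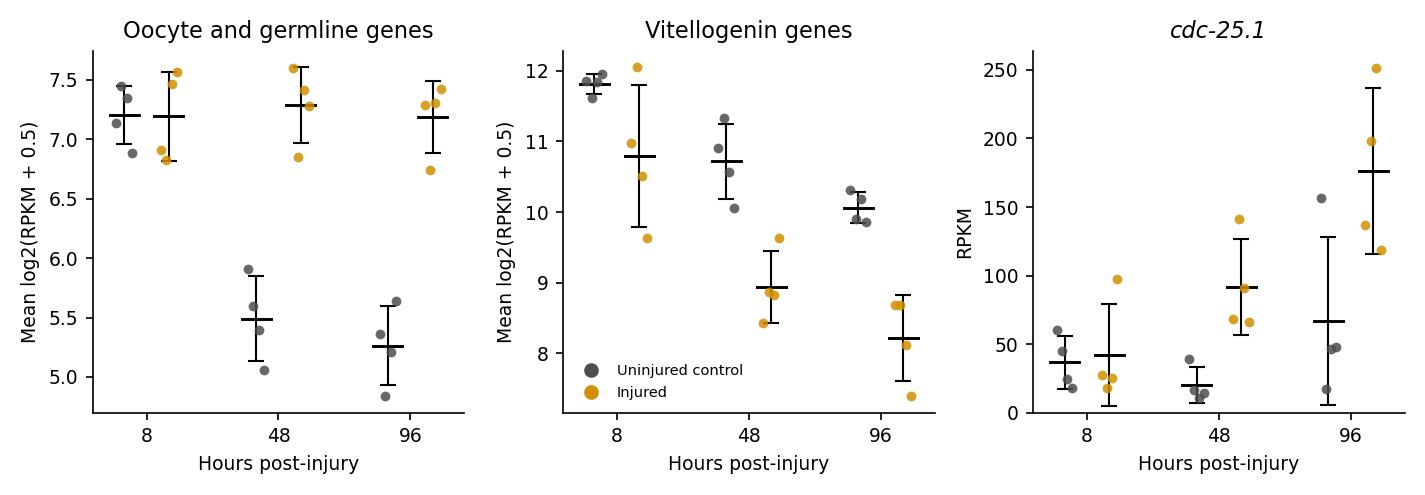
Mean log2(RPKM + 0.5) of the oocyte and germline genes and of the vitellogenin genes, and RPKM of cdc-25.1 (vertical axes), against hours post-injury (horizontal axis), with 1 point per library, 4 per group, and bars for mean and SD. The median germline change from 8 to 96 h is -2.31 in controls and -0.09 in injured worms.

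The last comparisons asked whether the injury effect itself differed between times and whether it resembled the change with time in controls. Most germline and DNA replication genes had a higher injury effect at the later times than at 8 h, and some body wall muscle genes had a lower one. The injury effect differed between 48 and 8 h for 5462 genes, between 96 and 8 h for 6469 genes and between 96 and 48 h for 2209 genes. The last count rested on single libraries, at 1222 to 3619 with a library left out. Between 48 and 8 h the median gene differed by 0.46, and between 96 and 48 h by -0.35.

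Of 37 germline genes, 35 had a higher and 0 a lower injury effect at 48 h than at 8 h by both counts, over all genes and adjusted over the list alone, at a median of 1.97 (camera adjusted p = 2.6e-13, and adjusted p = 0.726 with an estimated correlation). At 96 h against 8 h 34 were higher and 2 lower, at 2.23 (adjusted p = 0.911 with an estimated correlation). Of 24 DNA replication genes, 23 were higher and 0 lower at 48 h against 8 h (24 and 0 adjusted over the list alone), at 1.58 (adjusted p = 0.747 with an estimated correlation). All 24 were higher at 96 h against 8 h, at 1.71, and of 25 body wall muscle genes 19 were lower and 0 higher (20 and 0 adjusted over the list alone), at -0.97 (adjusted p = 0.911 with an estimated correlation for both). Of 6 genes activated in blocked UPR (abu and related genes), 5 had a lower injury effect at 48 h than at 8 h (6 adjusted over the list alone), at a median of -1.39 (adjusted p = 0.389 with an estimated correlation).

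Across the 14813 genes, which are not independent replicates, the injury effects at 48 and 96 h had a Pearson correlation of 0.832 and a Spearman correlation of 0.839, among 6 pairs compared. Those at 8 and 48 h had 0.403 and 0.365, and those at 8 and 96 h 0.322 and 0.307. At both later times 4497 genes were higher, against 2226 if the calls were independent, and 1356 lower, against 431. These counts hold the upward shift of the median gene at 48 h. With median-of-ratios scaling only 4437 genes were higher at 48 h and 4235 lower, so the shared counts would differ. At all 3 times 479 genes were higher, against 245, and 721 lower, against 49.1, and with median-of-ratios scaling 877 were higher and 1477 lower. The injury effect at 96 h and the change of controls from 8 to 48 h, which share no library, correlated at -0.422 and -0.445, and 2912 genes were higher with injury and lower with time, against 1455. The injury effect at 48 h and the change of controls from 8 to 96 h correlated at -0.228 and -0.294, and the injury effect at 8 h and the change from 48 to 96 h at 0.245 and 0.210.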

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

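Of the tests in this part, those of control 48 h library 4, of scaling, of tissue shares and of the change with time for germline genes and of the range of positions in injured 8 h library 4 were chosen only after the results they concern had been seen. For the tests of vitellogenin and rRNA reads and of the share of genes in that library, the jackknife SE and the Wilson limit were put into the criteria after a first run, and without them both explanations would have counted as excluded. Single libraries stood apart from the other 3 of their group, by a gap that passed the critical value of Dixon's test at the 5% level, in 16 of 202 groups of values (7.92%), and chance gives about 1 in 20. The gap is given as a share of the range. The rRNA percent of control 48 h library 4 was 46.1 against at most 8.29 (gap 0.847). At 8 h fos-1 and vhp-1 were high in control library 4, at 20.1 and 48.7 RPKM (0.836 and 0.921), and vit-4 was low in control library 2, at 2270.1 (0.878). Injured 8 h library 4 was high for T28D6.3 (14.7 RPKM, gap 0.940), col-179 (41.5, 0.852), Y47G6A.33 (43.2, 0.904) and cdc-25.1 (97.6, 0.888). At 48 h lys-3 was high in injured library 2, at 107 RPKM (0.872), and H39E23.3 in injured library 4, at 5.34 (0.919). Among the controls of 48 h C27H5.6 was high in library 3, at 1.22 (0.907), as was drd-10, at 598 (0.896), and C32H11.9 was low in library 4, at 13.5 (0.941). At 96 h fos-1 was high in injured library 2, at 82.3 RPKM (0.850), linc-115 in control library 3, at 0.64 (0.889), and vit-6 in control library 1, at 5735 (0.896).

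Differences of the injury effect between times were tested as interactions in the limma model, and passed for 5462 genes between 48 and 8 h, 6469 between 96 and 8 h and 2209 between 96 and 48 h (1222 to 3619 with a library left out). Other random allocations of the 16 libraries to the 4 groups, 100 with the real one, gave as many genes 2 times for the first (highest other 6312), 1 time for the second (highest other 3698) and 5 times for the third (highest other 7197). Only for the second did the real allocation give the most genes. These allocations mix times and treatments, so their counts hold the injury and time effects themselves. They are no baseline free of those effects, and no exclusion of chance is drawn from them. At 48 h against 8 h the injury effect was higher for C27H5.6 (4.61 on the log2 scale), C08E3.1 (4.33), T13F3.6 (3.6), C17E7.12 (3.31), T11F8.1 (3.14) and cdc-25.1 (2.24), and lower for fipr-24 (-4.80), clx-1 (-4.62), fipr-23 (-4.46), fipr-22 (-4.12) and numr-1 (-4.02). The cdc-25.1 interaction did not pass with median-of-ratios scaling. At 96 h against 8 h it was higher for C27H5.6 (4.55), acdh-1 (4.31), F13E9.19 (3.89), col-80 (3.44) and B0281.4 (3.43), and lower for fipr-24 (-6.95), C46G7.1 (-6.69), C50F7.5 (-6.07), fipr-22 (-6.03) and fipr-23 (-5.99). At 96 h against 48 h it was higher for C32H11.9 (4.44), acdh-1 (3.98), col-92 (3.94), col-139 (3.70), col-39 (3.37), and lower for spp-9 (-5.41), lips-13 (-4.48), Y60C6A.2 (-3.88), ilys-3 (-3.61), pitr-4 (-3.56) and lys-3 (-1.2). The call of col-92 was lost in 10 alternatives and that of col-139 in 5 (adjusted p up to 0.0848 and 0.0695), among them the fit to the compared groups only and several single libraries left out. The values of F13E9.19 and C46G7.1 involve groups listed at 0 and depend on the pseudocount.

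At 48 h 81.7% of the changed genes were higher in injured worms, with the median gene at 0.48 (jackknife SE 0.260). Without control 48 h library 4 the median was 0.25 (jackknife SE 0.118), which argues against the rRNA reads of that library as the whole cause, by little more than 1 SE above the bound of 0.1. With libraries rescaled to their reads outside vitellogenin and rRNA genes the median was 0.16 (jackknife SE 0.0754), so a smaller share of these abundant transcripts in injured worms and a true majority of rises cannot be told apart. This value passed the bound of 0.1 set before the test by more than the range over libraries left out in turn, the spread first chosen, but that range is smaller than the jackknife SE and understates the error. RPKM values give shares of RNA, so a change in the amount of RNA per worm was not tested.

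Germline transcripts were higher in injured worms at 96 h, at a median log2 change of 2.17. With median-of-ratios scaling the median was 2.12. The median over all genes tested was only 0.07 at 96 h, so this scaling could hardly move a list and the test had little chance to fail. A shift of that size is too small to give the germline change. As deposited, the germline median exceeded the highest median of body wall muscle (-0.24), pan-neuronal (0.08) and pharynx genes (-0.03) by 2.09, more than the interquartile range of 1.03 of the germline list, which argues against a smaller intestinal share of the RNA as the cause. Across the 24 libraries, with group means taken out, the other germline genes followed cdc-25.1 with a Spearman correlation of 0.210 (permutation p = 0.379) and a Pearson correlation of 0.328 (permutation p = 0.177), or 0.124 and 0.260 without the 2 libraries farthest from the median, which does not decide on a weaker knockdown in single libraries. The germline mean log2 at 96 h was 6.74 to 7.42 over the injured libraries and 4.84 to 5.64 over the controls. With no overlap, these values argue against single libraries as the cause of the difference between the groups. The germline median changed from 8 to 96 h by -0.0877 in injured worms (-0.21 to 0.098 with a library left out) and by -2.31 in controls. Germline transcripts thus fell with time in controls and not in injured worms. This describes the difference at 96 h as a change over time, on the same data, and is no separate test of a cause. A difference in knockdown between whole groups stays open.

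Injured 8 h library 4 lay nearer the controls than the other injured libraries did. Over the 3709 genes called without it, its median position between the control mean (0) and the mean of the other injured libraries (1) was 0.548, against 0.901 to 1.13 for those libraries and -0.0156 to 0.103 for the control libraries, which argues against a control library under a wrong label. Of 188 genes at least 4-fold higher without it, 17.02% lay above the mean of the other injured libraries (Wilson 95% lower limit 12.32%), against 22.98 to 92.8% for those libraries, which is past the bound of 15% set before the test but not by more than its error. Their positions on the linear scale had an interquartile range of 0.516 (bootstrap 95% lower limit 0.402), above the 0.3 set before as the most a mixture would give. The other injured libraries had 0.432 to 0.681 on the same measure. The bound was not derived from such libraries, so this test cannot decide on a mixture. The mean log2 of the vitellogenin genes, 9.64, and lys-3, at 166.6 RPKM, lay outside both groups, but the profile of these injured worms is unknown. A mixture of control RNA with injured RNA, of the same or another profile, and a weaker response therefore cannot be told apart.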

How the results depend on the processing

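Taking rRNA reads out of the total and leaving out the 4 libraries with over 5% rRNA reads, with or without median-of-ratios scaling, were chosen after seeing the data; the other alternatives were not. No paired analysis was possible because the columns of the table carry no replicate number, and count-based tools were not run because the table holds no counts. How far depth limits the calls of genes near 1 RPKM was not tested. Among alternatives chosen beforehand, 1297 of 1322 values of named genes (15 newly passed, 9 no longer passed, 1 reversed) and 1069 of 1143 of named lists (72 no longer passed, 2 reversed) kept direction and call, as did 1366 of 1416 and 983 of 1024 with a library left out, and 427 of 441 and 358 of 384 with the added alternatives. The list values leave out the repeat with an estimated correlation between genes, with which only 1 list call held, as given below. lys-3 kept its call at all 3 times under every alternative run. Unless a reason is given, the cause of a difference was not tested.

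With an added limit of 1 on the log2 change, fewer genes passed by construction: 1713, 4352 and 5066 at 8, 48 and 96 h. With a pseudocount of 0.1 the correlation of the injury effect at 96 h with the controls' change from 8 to 48 h was -0.369. With no filter the correlation of the injury effects at 48 and 96 h was 0.787, and fos-1 and vhp-1 at 48 h, both at 0.53, did not pass, with more genes tested.

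With median-of-ratios scaling, TMM factors and quantile normalization 5569, 5556 and 5520 genes changed at 8 h. In the same order, fos-1 at 48 h was -0.00965, 0.0192 and -0.17, vhp-1 at 48 h -0.0126, 0.0165 and 0.104, vhp-1 at 96 h 0.44, 0.45 and 0.54 and cat-2 at 96 h 0.48, 0.49 and 0.76, the last pair of genes now past the threshold. cat-2 at 48 h was -0.0417 with median-of-ratios scaling and -0.0226 with TMM factors. With quantile normalization fos-1 at 96 h was 0.39 and no longer passed, and 3116 genes changed in controls from 48 to 96 h. These scalings remove the shift of the median gene at 48 h by construction, which takes fos-1 and vhp-1 at that time to near 0.

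With array quality weights 6407 genes changed at 8 h, 5019 in controls from 48 to 96 h, and 9821 and 5727 between the injury effects at 96 and 8 h and at 96 and 48 h. cat-2 was 0.65 at 8 h and 0.49 at 96 h, both past the threshold, and -0.13 at 48 h, cdc-25.1 at 8 h was -0.13, and vhp-1 at 96 h was 0.43 and passed. The medians of mitochondrial genome and major sperm protein genes from 48 to 96 h in controls turned to 0.0578 and 0.0275. With a fit to the compared groups only, fos-1 and vhp-1 at 48 h were 0.53 and did not pass, vhp-1 and cat-2 at 96 h were 0.48 and 0.52 and passed, and 1185 genes changed in controls from 48 to 96 h. The values are those of the full fit, so the calls moved with the estimate of the spread.

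In controls from 8 to 48 h the count stayed within 1.5 times but its majority turned: 4884 genes were higher and 4396 lower with median-of-ratios scaling, 6137 and 4233 with array quality weights, 4932 and 3881 with rRNA reads taken out, 5614 and 3304 without the 4 rRNA-rich libraries and 4536 and 4266 with that scaling added. It did not turn with TMM factors, at 4588 and 4746, or quantile normalization, at 4396 and 4405, nor with the other pseudocounts and filters or the fit to the compared groups only. The share higher was 28.3 to 56.95% with a library left out, the highest without control 48 h library 4.

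With each library left out in turn the count of changed genes was 2562 to 3709 at 8 h, 7555 to 8808 at 48 h and 8229 to 9056 at 96 h. It was 963 to 3820 in controls from 48 to 96 h and 1222 to 3619 for the injury effect at 96 against 48 h, with 3619 without control 48 h library 3, 1304 without injured 48 h library 2 and 1222 without injured 96 h library 4. fos-1 at 48 h was 0.26 to 0.69 and vhp-1 0.25 to 0.68, and both failed to pass without control 48 h library 4 or any injured 48 h library. cat-2 at 96 h was 0.41 to 0.67 and passed without injured library 1. cdc-25.1 at 8 h ranged from -0.49 to 0.31, and was -0.11 and -0.27 without control library 3 or 4 and -0.49 without injured library 4.

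With rRNA reads taken out of the total, fos-1 and vhp-1 at 48 h were 0.29 and did not pass, and vhp-1 and cat-2 at 96 h were 0.48 and 0.52 and passed. With the 4 libraries left out 5290 genes changed at 8 h, 797 in controls from 48 to 96 h and 1448 between the injury effects at 96 and 48 h. cat-2 at 8, 48 and 96 h was 0.64, which passed, -0.00699 and 0.52, cdc-25.1 at 8 h -0.32, fos-1 and vhp-1 at 48 h 0.20 and 0.24, and vhp-1 at 96 h 0.48. With median-of-ratios scaling added these counts were 5298, 731 and 1267, cdc-25.1 at 8 h was -0.36, fos-1, vhp-1 and cat-2 at 48 h were 0.0365, 0.0722 and -0.12, and vhp-1 and cat-2 at 96 h were 0.44 and 0.49. vhp-1 and cat-2 passed at 96 h in both, and fos-1 and vhp-1 did not at 48 h.

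With the correlation between genes estimated, the number of lists called was 0 at 8, 48 and 96 h post-injury (lowest adjusted p = 0.559, 0.558 and 0.697), 0 from 8 to 48 h and 0 from 8 to 96 h in controls (0.924 and 0.946), 1 from 48 to 96 h (0.0483) and 0 for each of the 3 differences between times (0.389, 0.911 and 0.681). The estimated correlation widens the error of a list by construction.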

Other observations

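No test in this part was chosen after its result had been seen. Groups not described above are given here, with genes that changed in them whether or not the list was called. Of 13 genes of the intracellular pathogen response, 6 were higher and 1 lower at 8 h, both counts the same adjusted over the list alone (camera adjusted p = 0.00187, and adjusted p = 0.881 with an estimated correlation), among them skr-5 (2.35) and B0284.1 (2.31), and skr-4 (-2.03) and C17H1.7 (-1.93) had fallen at 96 h. Genes of molting and the apical matrix, not called as a list at 8 h, went from 8 higher and 2 lower of 26 at 8 h (9 and 3 adjusted over the list alone), with wrt-1 (1.36) and mlt-9 (1.32), to 14 lower and 0 higher by both counts at 96 h, with mlt-10 (-1.97) and the dual oxidase gene bli-3 (-1.19; adjusted p = 0.786 with an estimated correlation). Of 12 osmotic stress genes, 10 were lower and 1 higher at 96 h by both counts (adjusted p = 0.697 with an estimated correlation), including the myo-inositol transporter genes hmit-1.1 (-1.66) and hmit-1.2 (-1.12). The touch receptor channel gene mec-4 (1.12), the autophagy receptor gene sqst-1 (1.67) and the calcium pump gene mca-2 (1.31) rose at 8 h.

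Of 13 hypoxia and hydrogen sulfide response genes 5 were higher at 48 h and 0 lower by both counts (camera adjusted p = 0.446, and adjusted p = 0.939 with an estimated correlation, so the list was not called, and its median went from 0.44 to -0.09 with median-of-ratios scaling), among them cysl-2 (2.08) and rhy-1 (1.89), and rhy-1 stayed higher at 96 h (1.78). Mitochondrial unfolded protein response genes were higher at 48 h in 10 of 17 cases and lower in 1 by both counts, and at 96 h in 9 and 3 (9 and 4 adjusted over the list alone), and were not called as a list. Of 32 insulin-like genes, 14 were higher and 2 lower at 48 h by both counts, among them ins-23 (2.34) and daf-28 (1.96), and 5 were higher and 8 lower at 96 h (5 and 7 adjusted over the list alone), with ins-19 (-3.89), ins-35 (-2.42) and ins-7 (-1.63) lower. The list was not called at either time (camera adjusted p = 0.947 and 0.338, and adjusted p = 0.993 and 0.947 with an estimated correlation). The apoptotic nuclease gene nuc-1 fell at 96 h (-2.03), while crn-1 (1.54) and the p53 gene cep-1 (1.47) rose. Of the epidermal antimicrobial peptide genes cnc-4 (1.48), cnc-11 (2.03) and nlp-26 (2.25) rose at 8 h, and nlp-28 (-2.11) and cnc-3 (-1.25) fell at 96 h. The 13 genes of the mitochondrial genome, the 18 transmitter markers, the 22 calcium handling and 31 autophagy genes and the 36 oxidative stress genes were not called as lists at any of the 3 times.

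Other splits of the same 8 libraries into 4 and 4, 35 with the real one, were run for each comparison of 2 groups. For the number of changed genes the real split was in each case the only 1 of 35 to give as many. That share is the smallest this design can give and was not adjusted for the number of comparisons. It argues against a chance split of these libraries but does not exclude it. The counts were 3316 genes at 8 h (highest other 670), 8309 at 48 h (2574) and 9066 at 96 h (3324). In controls they were 7215 from 8 to 48 h (4040), 9199 from 8 to 96 h (highest other 1) and 1915 from 48 to 96 h (328). The count from 48 to 96 h was 963 to 3820 with a library left out. For the number of gene lists called at the preset correlation, 12 of the splits gave as many as the 25 at 8 h (highest other 33), 11 as the 26 at 48 h (31), 9 as the 25 at 96 h (28), 19 as the 15 in controls from 8 to 48 h (20) and 11 as the 17 from 8 to 96 h (22), so chance cannot be excluded for these numbers. For the 20 lists from 48 to 96 h the real split alone gave as many (1 of 35, highest other 19). The number was 17 to 20 with a library left out and 16 with median-of-ratios scaling, so an exclusion of chance rests on a margin smaller than these moves. Among 100 allocations, 23 gave as many lists as the 27 for the injury effect at 48 against 8 h (highest other 32), 18 as the 26 at 96 against 8 h (31) and 83 as the 14 at 96 against 48 h (31). These allocations mix times and treatments and are no baseline free of those effects, so they do not decide on chance.

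The correlations across genes were set against 100 regroupings, with labels shuffled among the 8 libraries of each comparison. A regrouping that moves few libraries keeps part of the real effects, and a correlation does not shrink with their size, so this is no baseline free of those effects. For the injury effects at 48 and 96 h 1 of them, the real one, gave a value as far from 0 as 0.832 (next 0.809). The jackknife SE of that correlation was 0.0397, so the lead over the next value is small and does not exclude chance. Chance cannot be excluded either for 8 with 48 h (0.403, 9 of them as far, farthest other 0.524), 8 with 96 h (0.322, 18, -0.530), the injury effect at 8 h with the controls' change from 48 to 96 h (0.245, 6, -0.297), that at 48 h with the change from 8 to 96 h (-0.228, 30, -0.491) or that at 96 h with the change from 8 to 48 h (-0.422, 10, -0.521).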
